# Transcriptome landscape of *Synechococcus elongatus* PCC 7942 for nitrogen starvation responses using RNA-seq

**DOI:** 10.1038/srep30584

**Published:** 2016-08-04

**Authors:** Sun Young Choi, Byeonghyeok Park, In-Geol Choi, Sang Jun Sim, Sun-Mi Lee, Youngsoon Um, Han Min Woo

## Abstract

The development of high-throughput technology using RNA-seq has allowed understanding of cellular mechanisms and regulations of bacterial transcription. In addition, transcriptome analysis with RNA-seq has been used to accelerate strain improvement through systems metabolic engineering. *Synechococcus elongatus* PCC 7942, a photosynthetic bacterium, has remarkable potential for biochemical and biofuel production due to photoautotrophic cell growth and direct CO_2_ conversion. Here, we performed a transcriptome analysis of *S. elongatus* PCC 7942 using RNA-seq to understand the changes of cellular metabolism and regulation for nitrogen starvation responses. As a result, differentially expressed genes (DEGs) were identified and functionally categorized. With mapping onto metabolic pathways, we probed transcriptional perturbation and regulation of carbon and nitrogen metabolisms relating to nitrogen starvation responses. Experimental evidence such as chlorophyll *a* and phycobilisome content and the measurement of CO_2_ uptake rate validated the transcriptome analysis. The analysis suggests that *S. elongatus* PCC 7942 reacts to nitrogen starvation by not only rearranging the cellular transport capacity involved in carbon and nitrogen assimilation pathways but also by reducing protein synthesis and photosynthesis activities.

Global concerns about energy security and environmental issues affecting climate changes have focused attention on engineering photosynthetic organisms that are able to sequester and convert CO_2_ to organic materials using solar energy^1^,^2^. In order to improve the strains, system-wide engineering and optimization is required to reduce the time-, cost-, and labor-intensive process of strain development^3^. In particular, systems biology including omics analysis has been integrated to strain development.

Nitrogen is an essential element of all the complex macromolecules in a bacterial cell. Anthropogenic nitrogen supply in the presence of CO_2_ is one of the critical factors in the occurrence of cyanobacterial blooms mainly caused by *Microcystis* spp.^4^. On the other hand, a nitrogen limitation strategy is commonly used to maximize production of the desired product such as triacylglycerol content in microalgae in the carbon partitioning mechanisms^5^ and to trigger polyhdroxyalkanoate (PHA) accumulation as carbon storage in *Ralstonia eutropha*^6^ and in engineered *Escherichia coli*^7^. In addition, improvement of isoprenoid production (astaxanthinin *Haematococcus pluvialis*^8^,^9^ and amorpha-4,11-diene in *E. coli*^10^) has been reported under nitrogen limitation. Thus, it is important to understand the positive and negative mechanisms of nitrogen regulation in a cell for system-wide strain development.

Systems biology-based analyses have revealed the cellular mechanisms for nitrogen regulation in industrially-relevant bacteria. Nitrogen assimilation and amino acid biosynthesis of *Corynebacterium glutamicum*, an industrial amino acid producer, have been studied using a DNA microarray^11^. Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) has been applied to address the links between the nitrogen stress response and stringent response in *E. coli* by identifying genome-wide DNA binding sites for the global transcriptional regulator NtcC that controls gene expression for nitrogen responses^12^. In addition, metabolic and transcriptomic responses of a wine yeast (*Saccharomyces cerevisiae* strain EC1118) have been investigated under a nitrogen-limited condition, showing its responses related to wine quality^13^.

The nitrogen starvation response of cyanobacteria including *Synechococcus elongatus* PCC 7942 as a cyanobacterial model organism has been studied to understand the mechanisms of degradation of phycobiliproteins^14^ and its consequent induction of chlorosis^15^,^16^. A low level of photosynthesis has been shown for long-term adaptation to nitrogen starvation^15^. Increased expression of NblA (a small polypeptide) was found to be responsible for degradation of phycobiliproteins using mutant screening under a nitrogen deprivation condition^17^, which is regulated by the global regulator NtcA for nitrogen control^18^,^19^. In addition, the signal transduction protein P_II_ and the regulator PipX (P_II_ interacting protein X) also modulate the gene expression in nitrogen control in *S. elongatus* PCC 7942^20^,^21^. The proposed regulatory model of PipX showed that NtcA-independent regulons are involved in the adaption of cyanobacteria for translation and photosynthesis to nutritional changes. However, two-dimensional proteomic analysis has failed to identify proteins for comprehensive nitrogen regulation due to the low amount of protein synthesized during nitrogen starvation^16^. Recently, transcriptomic and phosphoproteomic analyses of *Synechocystis sp.* PCC 6803 for nitrogen starvation have been reported using DNA microarray^22^ and LC-MS/MS^23^, respectively. However, a global transcriptomic analysis of *S. elongatus* PCC 7942 has not been available yet for the nitrogen starvation response although a comprehensive analysis of *S. elongatus* PCC 7942 using ChIP-seq, RNA-seq, and tiling expression microarray has been reported^24^.

Here, our study aims to understand the transcriptional landscape of *S. elongatus* PCC 7942 for the nitrogen starvation response using RNA-seq. Differentially expressed genes were identified with functional categories and nitrogen starvation-related metabolic metabolisms. The transcriptomic patterns and regulation obtained from the RNA-seq analysis were supported with additional experimental evidence. The results provided insight into the nitrogen starvation responses in *S. elongatus* PCC 7942 for system-wide metabolic engineering.

## Results

### Nitrogen starvation response of *S. elongatus* PCC 7942

In order to investigate the nitrogen starvation responses of *S. elongatus* PCC 7942, cyanobacterial cells were cultivated in either BG-11 medium (N**+**) or nitrogen-free BG-11 medium (N**−**). Cyanobacterial cell growth was stopped under a N**−** condition only, resulting in chlorosis of cells after days of starvation in the medium (Fig. 1), which has been shown previously^25^. Subsequently, we analyzed the transcriptome of *S. elongatus* PCC 7942 for nitrogen starvation responses using RNA-seq. 

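Transcript levels were measured by RNA-seq in 6 libraries, from duplicate cultures each of cells grown for 24 h with nitrogen (Control), cells at 48 h that had spent the last 24 h without nitrogen (N-minus), and cells at 48 h kept with nitrogen (N-plus). Cells were grown at 30 °C under 100 µmol photons m−2 s−1. The paper gives 50 ml cultures and rRNA depletion, whereas the sample labels give 6 ml cultures and mRNA purified with beads. The authors aligned the reads with Bowtie2, counted them per locus and deposited RPKM values rounded to whole numbers for 2662 loci. Rounding hides the steps that single reads would leave, so the depth behind each value is unknown. The deposited values are not on one scale within a library. They carry factors that repeat every 6 rows of the table and are shifted from column to column, as would arise if the sizes of the 6 libraries had been applied down the rows and not across the columns. The row number modulo 6 absorbed 0.858 of the variance of the log2 ratio between the N-minus replicates and 0.901 of that between the N-plus replicates. These factors distort the ratio of one library to another in a gene-dependent way, and so every mean, fold change and test on the values as deposited. The test planned in advance was limma with a mean-variance trend on log2(value + 1) of the values as deposited, over all 6 libraries. After the data had been seen, the factors were estimated from the differences between replicates and removed, and the same test was run on these rescaled values. Results for N-minus against N-plus are given from the rescaled values of the 4 libraries of these 2 groups, with the values as deposited beside them. That choice was made after the fits with 4 and with 6 rescaled libraries had both been seen, because the Control libraries differ from each other and enter the spread of the 6-library fit. The SD of the log2 ratio between replicates fell from 0.661 to 0.249 in N-minus and from 0.644 to 0.203 in N-plus, and from 1.183 to 1.019 in Control. With 2 libraries per group, the p-values rest on the spread between these samples and on the model across all genes.

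**Figure D1:**
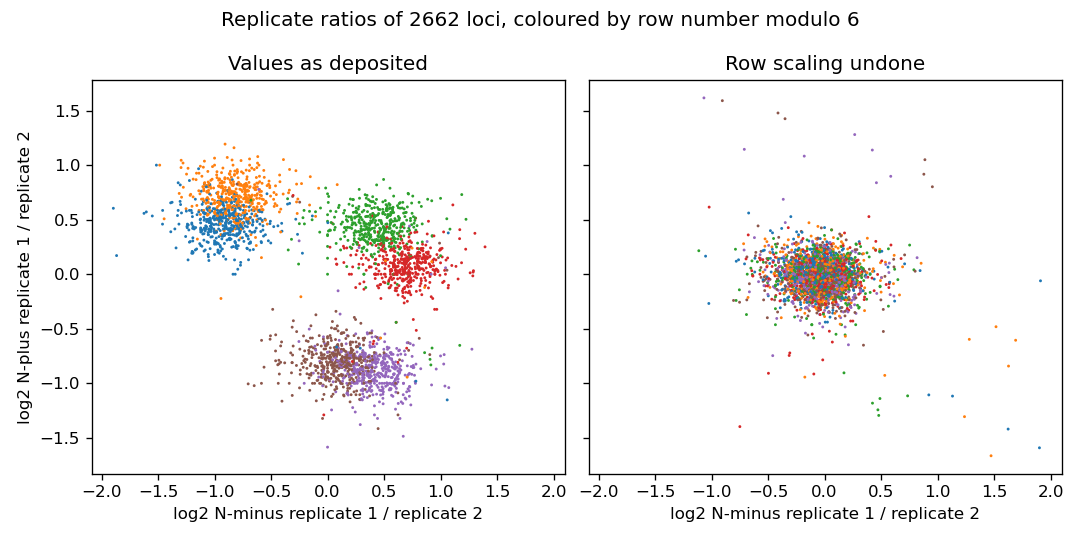
Log2 ratio of replicate 1 to replicate 2 in N-plus (vertical axis) against that in N-minus (horizontal axis), 1 point per locus, coloured by row number modulo 6. As deposited, the loci form separate clusters that follow the row number, and with the row factors removed they form 1 cluster.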

The biological duplicated samples were collected after 24 h of the nitrogen starvation.

### Global transcriptomic analysis of *S. elongatus* PCC 7942 for nitrogen starvation response

Compared to cells grown under a nitrogen repletion condition, differentially expressed genes (DEGs) of *S. elongatus* PCC 7942 under a nitrogen starvation condition were identified by the R bioconductor RNA-seq analysis pipeline and filtered with criteria of both p-value ≤ 0.01 and log_2_ |fold change| (log|FC|) ≥1. 

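In the rescaled values of the N-minus and N-plus libraries, 298 genes were higher and 300 were lower in nitrogen-starved cells at an unadjusted p of at most 0.01 from limma and an absolute log2 fold change of at least 1. At an adjusted p under 0.05 and no limit on the fold change, 1005 were higher and 923 lower. With all 6 libraries in the fit, 134 genes were higher and 178 lower at the thresholds of the paper, and 147 and 180 at an adjusted p under 0.05. When an N-minus or N-plus library is left out, the lone library of its group is assumed to vary like the others. The fits cannot check this, so the counts that follow do not measure how stable the calls are. Leaving out 1 of the 4 libraries left 1627 to 1867 genes at an adjusted p under 0.05, whereas with the Control libraries in the fit 0 were left without N-minus replicate 1, 0 without N-minus replicate 2, 8 without N-plus replicate 1 and 8 without N-plus replicate 2. At the thresholds of the paper as deposited, 75 genes were higher and 126 lower, and 27 were higher and 66 lower at an adjusted p under 0.05. As deposited, the adjusted-p total was 227 without Control replicate 1, 224 without Control replicate 2, 40 and 33 without the first and second N-minus replicate, and 32 and 40 without the first and second N-plus replicate.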

Among 545 differentially expressed genes, 284 genes were down-regulated and 261 genes were up-regulated (Fig. 2 and Supplementary Table S1). The highly up-regulated genes (logFC ≥3) for nitrogen starvation responses were mostly annotated as hypothetical proteins having no COGs (Clusters of Orthogonal Groups). On the other hand, the most down-regulated genes (logFC ≤-6) for nitrogen starvation responses were a gene encoding for rubrerythrin (a non-heme iron protein) that has been related to oxidative stress protection^26^ and a gene encoding a hypothetical protein.

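The 2 largest rises in the values as deposited were those of Synpcc7942_0014 and Synpcc7942_0013, both annotated as hypothetical proteins. Synpcc7942_0014 had a log2 fold change of 3.57 (standard error 0.16, adjusted p = 1.35e-07 from limma) in the rescaled values. For Synpcc7942_0013 it was 3.37 (adjusted p = 1.19e-07 from limma). Other hypothetical proteins among the 10 largest rises were Synpcc7942_1141, Synpcc7942_1538 and Synpcc7942_1031, at 2.76, 2.62 and 2.86. Among the 10 there was also Synpcc7942_0365, a response regulator receiver protein, at 2.52.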

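Rubrerythrin (Synpcc7942_1649) had a log2 fold change of -7.64 (standard error 0.16, adjusted p = 1.01e-09 from limma) in the rescaled values, and -8.09 (adjusted p = 1.48e-27) in the values as deposited. The hypothetical protein Synpcc7942_0797 followed with -6.13 (adjusted p = 5.38e-10 from limma). Sulfiredoxin (Synpcc7942_0108) and a thioredoxin reductase (trxB, Synpcc7942_0623), which act in the repair of peroxide damage and in thiol reduction, had log2 fold changes of -5.47 and -5.20. A putative ferric uptake regulator next to rubrerythrin in locus number (Synpcc7942_1648) was at -4.52.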

In order to find functional categories of DEGs, we performed a GO enrichment analysis over biological processes, molecular functions, and cellular locations. As shown in Fig. 2, many cellular transporter activities were up-regulated for nitrogen starvation responses, i.e. ion, nitrate, and nitrogen compound transport, whereas photosynthesis and protein translation process were down-regulated.

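Of 20 genes of nitrogen uptake and assimilation that the paper names, 10 rose and 5 fell in N-minus against N-plus in the rescaled values at an adjusted p under 0.05 from limma. As deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 6 were higher and 0 were lower at an unadjusted p under 0.05; with all 6 libraries rescaled, 3 rose and 0 fell (3 and 0 when adjusted over the list alone), beside 8 higher and 0 lower at an unadjusted p under 0.05. Of the 45 genes that the paper names, 37 passed in the 4 rescaled libraries and 6 with all 6, which were amtB, cynD, ntcA, cmpA, cmpD and nblA. The paper names these genes from the same samples, so their direction is not independent evidence. For the 20 nitrogen genes against Control, with all 6 libraries rescaled, the median log2 fold change was 0.008 in N-minus and -0.362 in N-plus. At an unadjusted p under 0.05 from limma, 3 were higher and 3 lower in N-minus, and 0 higher and 8 lower in N-plus. The Control libraries differ from each other, which limits this comparison. In the 4 rescaled libraries, 27 of the 28 gene lists had the same counts when adjusted over the list alone. Over all 2662 loci, 1005 rose and 923 fell in this fit. Most loci passed, so a list with most members past the test need not differ from other genes. Of 22 ribosomal protein genes, 2 rose and 16 fell, and 6 of these were at least 1 lower on the log2 scale. Ribosomal protein L7/L12 (rplL, Synpcc7942_0631) was at -1.59 and S12 (rpsL, Synpcc7942_0887) at -1.57. For the ribosomal protein genes as deposited, 0 rose and 0 fell over all genes tested, 2 fell when adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05; with all 6 libraries rescaled, 0 rose and 1 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 5 lower at an unadjusted p under 0.05. Gene names and products are known here for the first 1729 loci of Table S1, so the lists cover those loci and the loci printed in the paper. The list sizes therefore understate the gene groups.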

### Transcriptomic analysis in specific metabolisms of *S. elongatus* PCC 7942 for nitrogen starvation response

Stringent responses of nitrogen starvation have been shown in the cellular transporters to adapt environmental changes^12^. Here we described the transcriptional outlook of specific metabolisms over nitrogen starvation responses in *S. elongatus* PCC 7942 with RNA-seq analysis (Fig. 3 and Supplementary Table S1).

#### Nitrogen assimilation

For ammonium uptake, three cyanobacterial ammonium transporters (Amt1, AmtB, and Amt1-like) were annotated in *S. elongatus* PCC 7942. 

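The ammonium transporter gene amtB (Synpcc7942_2279) had a log2 fold change of 1.68 (standard error 0.11, adjusted p = 1.55e-06 from limma) in N-minus against N-plus in the rescaled values. In the values as deposited it was 1.27 (adjusted p = 0.212), which did not pass the test.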

The expression of gene encoding NtcA-regulated AmtB (encoded by locus *Synpcc7942_2279*) is responsible for nitrogen limitations, which was up-regulated by 1.7 of logFC after 24 h of nitrogen starvation. On the other hand, transcriptional levels of genes encoding for Amt1 (encoded by locus *Synpcc7942_0442*) and Amt1-like (encoded by locus *Synpcc7942_0965*) were not differently altered. 

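For amt1 (Synpcc7942_0442) the log2 fold change was -0.60 (adjusted p = 0.00151 from limma), a fall smaller than 1 on the log2 scale. The amt1-like gene (Synpcc7942_0965) was at -0.0029 (adjusted p = 0.983). As deposited, the values were -1.02 and -0.45, and neither passed the test.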

Besides ammonium, nitrate and urea are commonly used by cyanobacteria as a nitrogen source. 

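The genes of the nitrate-nitrite transporter did not move together. In the rescaled values nrtA (Synpcc7942_1239), which encodes the substrate-binding protein, had a log2 fold change of 1.07 (standard error 0.27, adjusted p = 0.00492 from limma). The log2 fold change was -0.05 for nrtB (adjusted p = 0.844), -0.51 for nrtC (adjusted p = 0.0177) and -0.58 for nrtD (adjusted p = 0.0011). In the values as deposited these 4 genes were at 1.26, 0.28, -0.32 and -1.00, and none passed the test. With 1 of the 4 rescaled libraries left out, nrtA was at 1.58 without N-minus replicate 1 and at 0.56 without N-minus replicate 2, and nrtB was at 0.35 without N-minus replicate 1 and at -0.45 without N-minus replicate 2, each passing limma's test, so the size for nrtA and the direction for nrtB depend on the library. The call of nrtC was lost without N-minus replicate 1, at -0.26, and without N-plus replicate 2, at -0.41.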

An ABC-type transporter constituted by NrtABCD (encoded by locus *Synpcc7942_1239-1236*), which is involved in nitrate-nitrite uptake^27^, were up-regulated (1.1 of logFC). Also, a NtcA-regulated ferredoxin-nitrite reductase NirA (encoded by locus *Synpcc7942_1240*) was up-regulated (1.9 of logFC) to the nitrogen starvation response. However, a ferredoxin-nitrate reductase NarB (encoded by locus *Synpcc7942_1235*) was not up-regulated. 

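For nirA (Synpcc7942_1240) the rescaled values gave a log2 fold change of 1.89 (standard error 0.19, adjusted p = 2.16e-05 from limma). The change as deposited was nearly the same in size, at 1.91, but with an adjusted p of 0.0817.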

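The log2 fold change of narB (Synpcc7942_1235) was 0.59 (adjusted p = 0.00167 from limma) in the rescaled values, under 1 in size, and 0.15 (adjusted p = 0.926) as deposited.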

Genes encoding for urease and urea transporters meanwhile have not identified in *S. elongatus* PCC 7942 and their orthologous genes predicted by the orthologs of *Synechocystis* sp. PCC 6803 were not differently expressed upon nitrogen starvation. 

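Of the 4 genes of cyanate uptake and breakdown, the transporter genes cynD (Synpcc7942_2107), cynB (Synpcc7942_2106) and cynA (Synpcc7942_2105) rose in the rescaled values, with log2 fold changes of 1.15 (adjusted p = 1.78e-05 from limma), 1.32 (adjusted p = 4.64e-05) and 1.05 (adjusted p = 1.22e-05). The lyase gene cynS (Synpcc7942_2104) was at 0.08 (adjusted p = 0.507) and did not pass the test. As deposited, the 4 genes were at 1.47, 1.50, 0.65 and -0.37, none past the test.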

Interestingly, an ABC-type cyanate transporter and a cyanate lyase (encoded by the *cynDBAS* genes; *Synpcc7942_2107-2104*) were up-regulated (1.1 of logFC). Thus, nitrogen-starved cyanobacterial cells transport cyanate and irreversibly catalyze bicarbonate-dependent conversion of cyanate to ammonium^28^.

Further assimilation of ammonia into glutamine and glutamate, the GS/GOGAT pathway was used to subsequently distribute nitrogen to other cellular components in *S. elongatus* PCC 7942. 

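In the rescaled values glnN (Synpcc7942_0169) had a log2 fold change of 1.47 (standard error 0.13, adjusted p = 6.3e-06 from limma), and 1.67 (adjusted p = 0.159) as deposited.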

Expressions of the *glnN (Synpcc7942_0169*) gene encoding for glutamine synthase (Type III GS) were differentially up-regulated by 1.5 of logFC due to transcriptional activation by NtcA. However, expressions of the *glnA (Synpcc7942_2156*) gene encoding for the type I GS and the *glsF (Synpcc7942_0890*) gene encoding for a ferredoxin-dependent glutamate synthase (GOGAT; Glutamine oxoglutarate aminotransferase) were not differentially up-regulated by 0.9 and 0.4 of logFC, respectively.

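The rescaled values gave glnA (Synpcc7942_2156) a log2 fold change of 0.92 (standard error 0.11, adjusted p = 6.59e-05 from limma), which passed the adjusted test and stayed under 1 in size. For glsF (Synpcc7942_0890) the log2 fold change was -0.12 (adjusted p = 0.396). As deposited, glnA was at 1.12 and glsF at 0.21, with neither past the test.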

Nitrogen control is regulated by a transcriptional regulator NtcA (encoded by locus *Synpcc7942_0965*). As a RNA-seq result, NtcA was positively auto-regulated (1.4 of logFC) to the nitrogen starvation response and regulated transcriptional expressions of the *amtB, nirA, glnN*, and *cynDBAS* genes by activating NtcA-promoters. 

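The gene taken here as ntcA is Synpcc7942_0127, a Crp-family regulator in Table S1, because the locus printed for NtcA is also printed for Amt1-like. It was picked partly because its fold change in Table S1 is the one the text gives for NtcA, so a match of the 2 is no independent check. It had a log2 fold change of 1.36 (standard error 0.11, adjusted p = 3.61e-06 from limma) in the rescaled values, and 1.55 (adjusted p = 0.104) as deposited. In the paper's Table S1, ntcA was at 0.19 in N-minus and -1.17 in N-plus against Control. Its difference between N-minus and N-plus thus goes with a lower N-plus more than with a higher N-minus. For nirA the 2 values were 1.69 and -0.21, and for glnN 2.11 and 0.66, which go the other way. The Control libraries differ from each other, which limits this reading. From ntcA, amtB, nirA, glnN and cyn genes higher in N-minus than in N-plus, the paper concludes that NtcA activated its own promoter and theirs. It also cites earlier work on the binding of NtcA to its target sites.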

Another regulon of NtcA is the *glnA (Synpcc7942_2156*) and *glnB (Synpcc7942_0321*) genes encoding for glutamine synthase (GS) and P_II_ protein, respectively^27^. However, RNA-seq showed that the *amt1, glnA*, and *glnB* genes were not transcriptionally activated after 24 h of nitrogen starvation. 

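The PII gene glnB (Synpcc7942_0321) had a log2 fold change of -0.33 (adjusted p = 0.0291 from limma) in the rescaled values. This small fall was not past the test as deposited, where the value was -0.78 (adjusted p = 0.591). In the rescaled values the call was lost without N-plus replicate 1, at -0.28, and without N-plus replicate 2, at -0.38.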

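The log2 fold change of ntcB (Synpcc7942_1242) was -0.05 (adjusted p = 0.694 from limma) in the rescaled values, and that of pipX (Synpcc7942_2061) was -0.36 (adjusted p = 0.00912). Neither passed the test in the values as deposited, at -0.45 and -0.34. The rescaled call of pipX was lost without N-plus replicate 1, at -0.35.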

Gene expression of NtcB (LysR family of transcriptional regulator), encoded by locus *Synpcc7942_1242*) and PipX (encoded by *Synpcc7942_2061*), a co-activator of NtcA, was not differentially changed.

#### Carbon assimilation

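The 2 single-component bicarbonate transporter genes were higher in N-minus than in N-plus. The rescaled log2 fold change was 1.12 for bicA (Synpcc7942_1380, standard error 0.12, adjusted p = 2.52e-05 from limma) and 1.52 for sbtA (Synpcc7942_1475, standard error 0.14, adjusted p = 1.21e-05). As deposited they were at 0.72 and 1.07, and neither passed the test.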

Compared with bicarbonate transporters of *Synechocystis* sp. Strain PCC 6803^29^, single bicarbonate component BicA (encoded by locus *Synpcc7942_1380*), a constitutive high-flux low-affinity Na^+^/HCO_3_^−^ symport, SbtA (encoded by locus *Synpcc7942_1475*), an inducible low-flux high-affinity Na^+^/HCO_3_^−^ symport were differently expressed (logFC ≥1) in a nitrogen starvation condition. Also, a multicomponent ATP-binding bicarbonate transporter BCT1 (encoded by the *cmpABCD* genes; *Synpcc7942_1488-1491*) was differently expressed (logFC ≥1) in a nitrogen starvation condition. 

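All 4 genes of BCT1 rose in the rescaled values, by 1.26 for cmpA (Synpcc7942_1488), 1.17 for cmpB (Synpcc7942_1489), 1.40 for cmpC (Synpcc7942_1490) and 1.60 for cmpD (Synpcc7942_1491) on the log2 scale, with adjusted p from limma of 1.2e-05, 2.32e-05, 5.4e-05 and 3.07e-06. As deposited they were at 0.85, 1.35, 1.72 and 1.79, and none passed; with all 6 libraries rescaled, cmpA and cmpD passed.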

SbtA and CmpABCD were up-regulated regardless of inorganic carbon conditions. Besides bicarbonate transporters, the multiple NADH:ubiquinone oxidoreductase complex is essential to the CO_2_ uptake system in cyanobacteria^30^. 

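The 4 genes ndhF3, ndhD3, cupA and cupS (Synpcc7942_2091 to Synpcc7942_2094) had rescaled log2 fold changes of -0.57, -0.99, -0.94 and -0.77 in N-minus against N-plus. Each passed an adjusted p under 0.05 from limma in the 4-library fit and none reached 1 in size. The values as deposited gave other counts: 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 2 were lower at an unadjusted p under 0.05; in the rescaled fit of all 6 libraries, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 0 lower at an unadjusted p under 0.05. In N-minus against Control, with all 6 libraries rescaled, the 4 genes were at -1.63, -1.76, -1.37 and -1.43, with adjusted p from limma of 0.224, 0.188, 0.259 and 0.168, so that none passed, and 3 were lower at an unadjusted p under 0.05. As deposited, 0 fell against Control over all genes tested, 3 fell when adjusted over the list alone, 3 were lower at an unadjusted p under 0.05 from limma, and 2 were lower at the thresholds of the paper.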

In *S. elongatus* PCC 7942, a small NADH:ubiquinone oxidoreductase (NDH-1S) encoded by the *ndhF3*-*ndhD3*-*cupAS (Synpcc7942_2091-2094*) gene clusters plays a CO_2_ uptake system, which were not down-regulated in nitrogen starvation (N**−**) compared with nitrogen (N+), although the genes were down-regulated in nitrogen starvation (N**−**) compared with a nitrogen starvation control (N**−**_Ctr_) (see the details in Supplementary Table S1). Furthermore, genes encoding for NDH-1L and NDH-1M were not altered.

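Of 12 other NDH-1 genes with names in the part of Table S1 used here, 5 rose and 5 fell at an adjusted p under 0.05 from limma in the rescaled values, as did 1005 and 923 of all 2662 loci. The median log2 fold change of the 12 genes was -0.02. At the thresholds of the paper 2 were higher and 0 were lower, nuoH (Synpcc7942_1343) at 1.39 and Synpcc7942_1439, picked after its value was seen, at 1.19. Of these 12 genes as deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 0 were lower at an unadjusted p under 0.05; with the Control libraries in the rescaled fit, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 1 higher and 1 lower at an unadjusted p under 0.05.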

#### Carbon assimilation pathway and central metabolisms

Nitrogen starvation in *S. elongatus PCC 7942* did not alter significant expression of genes encoding for β-carboxysome^31^, which acts as a microcompartment to supply CO_2_ to Rubisco along with carboxysomal CA activity. 

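Of 11 genes of the carboxysome and carbonic anhydrases, 4 rose and 5 fell in the rescaled values at an adjusted p under 0.05 from limma, as did 1005 and 923 of all 2662 loci. The median log2 fold change of the 11 genes was -0.14. A putative carboxysome assembly protein (Synpcc7942_1421) was at 1.59. As deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 1 when adjusted over the list alone), and 0 were higher and 1 was lower at an unadjusted p under 0.05; with all 6 libraries rescaled, 0 rose and 0 fell (1 and 1 when adjusted over the list alone), beside 2 higher and 2 lower at an unadjusted p under 0.05.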

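The rescaled log2 fold change was 0.77 for ccaA (Synpcc7942_1447), 0.57 for ecaA (Synpcc7942_1388) and -0.59 for ccmM (Synpcc7942_1423). Each passed an adjusted p under 0.05 from limma and stayed under 1 in size. None passed as deposited.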

No particular changes were shown for expression of carbonic anhydrase encoded by *ccaA (Synpcc7942_1447*), *ecaA (Synpcc7942_1388*), and *ccmM (Synpcc7942_1423*). The carbon fixing enzyme of the Calvin-Basham-Benson (CBB) cycle, Rubisco encoded by the *cbbLS (Synpcc7942_1426-1427*) genes, is crucial for carbon assimilation in cyanobacteria. Expression of the *cbbLS* genes was not differentially expressed for the nitrogen starvation. 

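The Rubisco subunit genes differed in size of change. In the rescaled values cbbL (Synpcc7942_1426) was at -0.64 (adjusted p = 0.000751 from limma) and cbbS (Synpcc7942_1427) had a log2 fold change of -1.51 (standard error 0.12, adjusted p = 3.96e-06). As deposited, cbbS was at -1.96 (adjusted p = 0.0792).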

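In N-minus against N-plus, prk (Synpcc7942_0977) had a rescaled log2 fold change of -1.29 (standard error 0.11, adjusted p = 7.51e-06 from limma), and fbpI (Synpcc7942_0505) one of -1.31 (standard error 0.11, adjusted p = 5.9e-06). Against Control the rescaled values were -1.07 (adjusted p = 0.459 from limma) and -1.75 (adjusted p = 0.241), which did not pass the adjusted test. Both reached the fall of 1 on the log2 scale by which the paper calls them lower against Control. Of the 11 Calvin cycle genes, 2 were lower against Control at the thresholds of the paper as deposited, and 1 with all 6 libraries rescaled. These counts cover the whole list, which also holds cbbS, and do not show that prk or fbpI passed. With all 6 libraries rescaled, the 1 gene was neither prk nor fbpI. As deposited, neither gene passed in N-minus against N-plus, at -1.74 and -1.11.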

Unlike CbbLS, expression of the *prk (Synpcc7942_0977*) encoding for phosphoribulokinase and *fbpI (Synpcc7942_0505*) encoding for the type I fructose-1,6-bisphosphatase in the CBB pathway was down-regulated in both nitrogen starvation (N**−**) compared with nitrogen (N+) and nitrogen starvation (N**−**) compared with a nitrogen starvation control (N**−**_Ctr_) by logFC ≤−1. However, expressions of the remaining genes in the CBB pathway were not differentially changed.

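Over 11 genes of the Calvin cycle, 2 rose and 7 fell in the rescaled values at an adjusted p under 0.05 from limma, and 1 was higher and 3, cbbS, prk and fbpI, were lower at the thresholds of the paper. The higher gene was a glyceraldehyde-3-phosphate dehydrogenase (gapA, Synpcc7942_0245) at 1.19. It entered the list by its name alone, which does not tell a Calvin cycle enzyme from one of glycolysis. The values as deposited gave other counts: 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 1 when adjusted over the list alone), and 1 was higher and 2 were lower at an unadjusted p under 0.05; in the rescaled fit of all 6 libraries, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 1 higher and 1 lower at an unadjusted p under 0.05.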

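Among genes of enzymes that use or form G3P, eda (Synpcc7942_0017) had a rescaled log2 fold change of 1.22 (standard error 0.12, adjusted p = 1.29e-05 from limma). For gap3 (Synpcc7942_1939) it was 0.94 (adjusted p = 0.0116), at low deposited values of 10 and 14 in N-minus, and for tal (Synpcc7942_2297) 0.58 (adjusted p = 0.0018). As deposited, tal was at 0.16, gap3 at 1.23 and eda at 1.40, none past the test. Over 19 genes of glycolysis, the pentose phosphate pathway and the TCA cycle, 11 rose and 2 fell in the rescaled values at an adjusted p under 0.05 from limma. Of these, eda was higher and 6-phosphogluconolactonase (Synpcc7942_0529), at -1.05, was lower at the thresholds of the paper. Of these 19 genes as deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 1 was higher and 0 were lower at an unadjusted p under 0.05; with the Control libraries in the rescaled fit, 0 rose and 1 fell (0 and 0 when adjusted over the list alone), beside 2 higher and 1 lower at an unadjusted p under 0.05. The rescaled call of gap3 was lost without N-minus replicate 2, at 0.67, and without N-plus replicate 2, at 0.76, and that of tal without N-plus replicate 2, at 0.51.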

In the glycolytic pathway, the pentose phosphate pathway, and the TCA cycle, no differentially expressed genes were found except genes encoding enzymes that involved a reaction with G3P as either a substrate or a product such as Gap3 (encoded by locus *Synpcc7942_1939*), Eda (encoded by locus *Synpcc7942_0017*), or Tal (encoded by locus *Synpcc7942_2297*). Furthermore, expressions of genes in glycogen biosynthesis were not changed.

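Of 8 genes of glycogen metabolism, 4 rose and 1 fell at an adjusted p under 0.05 from limma in the rescaled values, as did 1005 and 923 of all 2662 loci. The glycogen debranching enzyme (Synpcc7942_1575) was at 1.33 and glgP (Synpcc7942_0244) at 0.89, whereas the biosynthetic gene glgC (Synpcc7942_0603) was at -0.50. As deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 1 was higher and 0 were lower at an unadjusted p under 0.05; with all 6 libraries rescaled, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 0 lower at an unadjusted p under 0.05.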

#### Secondary metabolic pathways

*S. elongatus* PCC 7942 possesses the methylerythritol phosphate (MEP) pathway, which utilizes glyceraldehyde-3-phosphate and pyruvate to produce IPP and DMAPP for terpenoids biosynthesis (i.e. geranylgernaly diphosphate; GGPP). The terpenoid pathway in cyanobacteria is linked to chlorophyll *a* biosynthesis^32^. Geranylgernaly reductase converts GGPP to phytyl diphosphate (Pdh), which is used as a substrate for chlorophyll synthase (ChlG encoded by locus *Synpcc7942_2084*) to produce a chlorophyll *a* for photosynthesis. Another co-substrate for ChlG is a chlorophyllide *a*, which is produced from L-glutamate via both chlorophyllide *a* biosynthesis and tetrapyrrole biosynthesis.

As a result of RNA-seq for nitrogen starvation response, expressions of most genes involved in the MEP pathway were not changed except the *dxs (Synpcc7942_0430*) encoding for deoxyxyulose-5-phosphate synthase, which is the first enzyme of the MEP pathway. 

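Of 8 genes of the MEP pathway, 2 rose and 4 fell in the rescaled values at an adjusted p under 0.05 from limma, as did 1005 and 923 of all 2662 loci. Of these 8 genes, dxs was the 1 gene at the thresholds of the paper. Among the others that fell were dxr (Synpcc7942_1513), the next enzyme of the pathway, at -0.62 and ispF (Synpcc7942_1170) at -0.56. The values as deposited gave other counts: 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 1 was lower at an unadjusted p under 0.05; in the rescaled fit of all 6 libraries, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 2 lower at an unadjusted p under 0.05.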

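For dxs (Synpcc7942_0430), the rescaled values gave a log2 fold change of -1.13 (standard error 0.11, adjusted p = 1.39e-05 from limma), and the values as deposited -1.55 (adjusted p = 0.212).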

Dxs was down-regulated (logFC ≤−1) in *S. elongatus* PCC 7942 for the nitrogen starvation condition. On the other hand, genes in involved in chlorophyllide *a* and tetrapyrrole biosynthesis were significantly changed by logFC ≤−1.

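Of 17 genes of chlorophyll and tetrapyrrole biosynthesis, 3 rose and 8 fell in the rescaled values at an adjusted p under 0.05 from limma, and 2 were lower at the thresholds of the paper. These were hemF (Synpcc7942_0674) at -1.53 and hemE (Synpcc7942_1086) at -1.10. The chlorophyll synthase gene chlG (Synpcc7942_2084) was at -0.12 (adjusted p = 0.272). Of these 17 genes as deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 2 were lower at an unadjusted p under 0.05; with the Control libraries in the rescaled fit, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 3 lower at an unadjusted p under 0.05.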

#### Photosynthetic and respiratory electron transport pathways

Cyanobacteria utilize redox-active components in thylakoids for both photosynthesis and respiration^33^. For oxygenic photosynthesis, both photosystem I and II are required. In photosystem II (PSII), allophycocyanin (APC) and phycocyanin (PC) are a light-harvesting pigment-protein complex of the phycobiliproteins of cyanobacteria. Type-I NADPH dehydrogenase oxides NADPH and reduces plastoquinone (PQ) with PS II. Electrons are transported from the PQ pool to the cytochrome *b*_*6*_*f* complex. Soluble electron carriers such as plastocyanin or cytochrome *c* reduce the oxidized photosystem I (PSI) and a single electron is transferred to NADP. Reduced NADP can be used for CO_2_ fixation. A proton gradient from the electron transport pathway is used for ATP synthesis.

RNA-seq for the nitrogen starvation response revealed that genes encoding for PSII and its phycobilisome in *S. elongatus* PCC 7942 were differentially expressed by logFC ≤−4.2. Also, several genes encoding for F_0_F_1_ATPase were altered by logFC ≤−1. 

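Of 13 phycobilisome genes, 11 fell and 1 rose in the rescaled values at an adjusted p under 0.05 from limma, and 8 fell and 0 rose in the values as deposited (10 when adjusted over the list alone). The rod linker gene Synpcc7942_1050 had a log2 fold change of -3.36 (standard error 0.11, adjusted p = 1.46e-08 from limma). The phycocyanin alpha and beta subunit genes (Synpcc7942_1048 and Synpcc7942_1047) were at -2.70 and -2.46. Of 20 photosystem II genes, 15 fell and 2 rose in the rescaled values, and 6 fell and 0 rose as deposited (9 fell when adjusted over the list alone). The genes annotated as photosystem q(b) protein, the D1 core protein, were at -4.16 for Synpcc7942_0893, -3.75 for Synpcc7942_1389 and -2.75 for Synpcc7942_0424. These copies are similar in sequence and may share reads. For the phycobilisome, with all 6 libraries rescaled, 0 rose and 7 fell (0 and 9 when adjusted over the list alone), beside 0 higher and 10 lower at an unadjusted p under 0.05, and for photosystem II, with all 6 libraries rescaled, 0 rose and 8 fell (1 and 9 when adjusted over the list alone), beside 1 higher and 9 lower at an unadjusted p under 0.05.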

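Of 7 ATP synthase genes, 6 fell and 0 rose in the rescaled values at an adjusted p under 0.05 from limma, and 2 were lower at the thresholds of the paper. These were atpG (Synpcc7942_0337) at -1.43 and atpA (Synpcc7942_0336) at -1.17. As deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 0 were lower at an unadjusted p under 0.05; with all 6 libraries rescaled, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 1 lower at an unadjusted p under 0.05.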

Genes encoding for NDH-1L and NDH-1M complexes, cytochrome *b*_*6*_*f* complex, PS I, and cytochrome *c* oxidase were not significantly altered under nitrogen starvation. 

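Of 8 photosystem I genes, 7 fell and 0 rose in the rescaled values at an adjusted p under 0.05 from limma, with a median log2 fold change of -0.88 and 2 lower at the thresholds of the paper, subunits II (Synpcc7942_1002) and IV (Synpcc7942_1322) at -1.08 and -1.08. Of 5 genes of the cytochrome b6f complex, 2 rose and 2 fell, and 0 were at the thresholds of the paper. In photosystem I as deposited, 0 fell at an adjusted p under 0.05 from limma and 1 was lower at an unadjusted p under 0.05. For photosystem I, with all 6 libraries rescaled, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 5 lower at an unadjusted p under 0.05. For cytochrome b6f as deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (0 and 0 when adjusted over the list alone), and 0 were higher and 0 were lower at an unadjusted p under 0.05; in the rescaled fit of all 6 libraries, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), beside 0 higher and 0 lower at an unadjusted p under 0.05.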

Interestingly, NblA, a phycobilisome degradation protein encoded by the *nblA (Synpcc7942_0430*), was significantly up-regulated by 1.96 of logFC, resulting in chlorosis in *S. elongatus* PCC 7942 under nitrogen starvation.

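The gene taken here as nblA is Synpcc7942_2127, since the locus printed in the text is that of dxs. The locus was set from general knowledge of the gene and not from its values. It had a rescaled log2 fold change of 1.98 (standard error 0.13, adjusted p = 1.3e-06 from limma), and 2.00 (adjusted p = 0.0588) as deposited. The paper links this rise to the chlorosis of the starved cells. It also cites earlier mutant work on NblA and reports a measured fall in phycocyanin.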

### Biological evidences for down-regulated photosynthesis and up-regulated bicarbonate transporter of *S. elongatus* PCC 7942 for nitrogen starvation response

Based on the transcriptomics analysis, two distinct features were shown for nitrogen starvation responses in *S. elongatus* PCC 7942. First, genes encoding for APC and PC and its biosynthesis pathway (chlorophyll *a* biosynthesis) were significantly down-regulated. On the other hand, genes encoding for bicarbonate uptake transporters were up-regulated for nitrogen starvation. Thus, we performed biological experiments to support the findings from the RNA-seq analysis.

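All 6 bicarbonate transporter genes rose in N-minus against N-plus at an adjusted p under 0.05 from limma in the rescaled values, with a median log2 fold change of 1.33. Of these 6 genes as deposited, 0 rose and 0 fell at an adjusted p under 0.05 from limma (3 and 0 when adjusted over the list alone), and 3 were higher and 0 were lower at an unadjusted p under 0.05; with the Control libraries in the rescaled fit, 2 rose and 0 fell (5 and 0 when adjusted over the list alone), beside 5 higher and 0 lower at an unadjusted p under 0.05. Against Control at 24 h, with all 6 rescaled libraries in the fit, 0 rose and 1 fell in N-minus, and 0 rose and 2 fell in N-plus, with medians of -0.60 and -2.09. For cmpA (Synpcc7942_1488) the log2 fold change was -2.29 in N-minus against Control (adjusted p = 0.0109 from limma) and -3.55 in N-plus against Control (adjusted p = 0.00185). The Control libraries differ from each other, and with only the libraries of the groups compared 0 of these genes passed in N-minus and 1, cmpA, in N-plus, beside 2 and 5 lower at an unadjusted p under 0.05 from limma.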

To confirm whether the levels of Chlorophyll *a* (Chl *a*) and phycobiliproteins (APC and PC) were decreased under nitrogen starvation, we determined the levels of Chl *a* and PC content in *S. elongatus* PCC 7942 using a spectrophotometer. As a result, both levels of Chl *a* and PC content of *S. elongatus* PCC 7942 were gradually decreased after nitrogen starvation stress was induced (Fig. 4), consistent with previous results^25^. Eventually, chlorosis of the cyanobacterial cells occurred. Subsequently, we investigated whether the CO_2_ fixation rate was changed in *S. elongatus* PCC 7942 under a nitrogen starvation condition. Thus, we performed the measurement in a controlled photobioreactor supplied with bubbled air containing 5% CO_2_ (Fig. 5). The results showed that the CO_2_ fixation rates for the nitrogen starvation condition were statistically higher than for the nitrogen repletion condition (p-value < 0.01), which corresponds to the experimental conditions for the transcriptomics. However, the difference in the CO_2_ fixation rates diminished over the cell culture.

## Discussion

Although there are many questions with respect to the regulation of nitrogen control, there is evidence that regulation of the expression of genes involved in nitrogen assimilation in cyanobacteria involves interactions of P_II_-protein X (PipX) with the global regulator NtcA and the specific DNA binding of NtcA to target sites^20^,^21^. Consistently, the Ntc target genes such as the *ntcA, amtB, nirA, glnN*, and *cynDBAS* genes were up-regulated for nitrogen starvation conditions in our results. However, some target genes listed^12^ were not significantly regulated. The reason remains unclear, although they conserved the DNA binding motif of NtcA. Our RNA-seq analysis did not reveal that the nitrogen starvation response is regulated by PipX alone in an NtcA-independent manner. Thus, a high resolution ChIP-seq analysis for NtcA or PipX could be useful to provide accurate information on transcriptional regulation. Nonetheless, up-regulation of an AmtB transporter, ferredoxin-nitrite reductase, and Type II glutamine synthase (GlnN) in the nitrate assimilation system must be critical for *S. elongatus* PCC 7942 to respond to nitrogen starvation for 24 h.

Moreover, regulation of NtcA is also involved in ammonium assimilation into carbon metabolism^27^. Nitrogen starvation is perceived as an increase in the concentration of intracellular 2-oxoglutrate, which acts as a signal molecule for intracellular sensor P_II_ protein. Accumulation of the levels of 2-oxoglutarate (2-OG) modulates the phosphorylation status of P_II_ protein^34^,^35^ to interact with PipX for further transcriptional regulation with NtcA. Besides serving as a substrate for the GS/GOGAT pathway, 2-OG is a product or substrate in the 2-OG decarboxylating TCA cycle. When expressions of metabolic enzymes that consume or produce 2-OG were investigated, expressions of genes encoding for isocitrate dehydrogenase (*Synpcc7942_1719*) and 2-OG decarboxylase (*Synpcc7942_1435*) were not changed. Thus, increased levels of 2-OG must be due to high expression of the GS/GOGAT activity in nitrogen starved *S. elongatus* PCC 7942, which was also confirmed by our RNA-seq analysis. Moreover, NtcA regulates OmpR-type regulator Rre37, which is involved in nitrogen-expression of sugar catabolic genes in *Synechocystis* sp. 6803^36^. 

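The rescaled log2 fold change in N-minus against N-plus was 0.27 (adjusted p = 0.0509 from limma) for icd (Synpcc7942_1719) and -0.01 (adjusted p = 0.963) for the 2-OG decarboxylase gene (Synpcc7942_1435). As deposited they were at 0.47 and 0.17. Without N-minus replicate 1, icd was at 0.38 in the rescaled values and passed the test.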

Homology of Rre37 in *S. elongatus* PCC 7942 is annotated in a transcriptional regulator but it has not been characterized yet.

Furthermore, protein P_II_ co-regulates inorganic carbon uptake in cyanobacteria^37^,^38^. Given that phosphorylated P_II_ is related to high CO_2_ concentration (5% CO_2_) and low nitrogen availability, the mutant *ΔglnB* (encoding for P_II_ of *Synechocystis* sp. 6803) showed high affinity to high CO_2_ concentration. In addition, decreased phycocyanin content and increased glycogen content have been shown in the mutant *ΔglnB*^39^. However, the effect is limited on the metabolome and the inorganic carbon uptake in *S. elongatus* PCC 7942^40^. Similarly, expression of the *glnB* genes in this study was not significantly changed for the nitrogen starvation condition. Thus, the role of P_II_ signaling protein is important to decipher carbon and nitrogen metabolisms with the status of phosphorylation, which could be useful for metabolic engineering of cyanobacteria.

The global regulatory model for carbon and nitrogen assimilation involves the levels of 2-OG in expression of the high affinity carbon concentrating mechanism. It has been reported that CcmR of *Synechocystis* sp. 6803 negatively regulates expression of genes for SbtA and NDH-1S transporters in the presence of co-repressors (NADP+ and 2-OG)^41^. Interestingly, our RNA-seq study showed that gene expressions for carbon uptake transport (BicA, SbtA, and BCT1) were up-regulated for the nitrogen starvation condition in *S. elongatus* PCC 7942. CmpR of *S. elongatus* PCC 7942 has been shown to be a transcriptional activator for the *cmp* operon encoding for a BCT1 transporter in the presence of 2-phosphoglycolate as a co-activator^42^. Up-regulation of SbtA under nitrogen starvation remains unclear because CcmR could be missing in *S. elongatus* PCC 7942. These up-regulations of bicarbonate transporters under nitrogen starvation led us to investigate the CO_2_ uptake rate, and thereupon a significant increase of the CO_2_ uptake rate was measured under a nitrogen starvation condition in a controlled photobioreactor (Fig. 5). Interestingly, genes of a distinct cyanate transporter of *S. elongatus* PCC 7942 were highly up-regulated, which might also be involved in an increase of the CO_2_ uptake rate by catalyzing a bicarbonate-dependent conversion of cyanate to supply ammonium. Thus, an increased CO_2_ uptake rate could be an initial nitrogen starvation response.

The stringent response in photosynthesis is regulated with C and N metabolism in *S. elongatus* PCC 7942 under a nitrogen starvation condition. Previously, accumulation of intracellular glycogen has been observed in nitrogen-starved cyanobacteria, in contrast with decreased levels of total lipid and total protein contents. However, our experiment did not show the DEGs for glycogen biosynthesis. However, genes coding for Gap3, Eda, and Tal (G3P consuming or producing enzymes) were highly up-regulated, which might be related to accumulation of glycogen under nitrogen starvation. Thus, a comprehensive gene expression analysis could be required to understand the genetic regulation of accumulation of glycogen under nitrogen starvation responses in cyanobacteria. We speculated that a signal protein P_II_-PipX complex could be related to the genetic regulation of biosynthesis of glycogen under the nitrogen limitation stress responses in cyanobacteria, which is currently being investigated. Our study also confirmed that expression of the *nblA* gene was positively regulated by NtcA under nitrogen starvation. Phycobilisome as 30% of total proteins in a cell^18^ can be degraded to supply an alternative nitrogen source by the increased activity of NblA. Its degradation process has been shown to be related to acclimation and long-term survival for cyanobacterial cells^14^,^16^. In addition, a decrease of the first enzyme (Dxs) of the MEP pathway under nitrogen starvation is related to shutting down biosynthetic metabolism for photosynthesis as a stringent response.

## Conclusion

A transcriptome analysis of *S. elongatus* PCC 7942 under a nitrogen starvation condition was provided in the point of the global regulatory network of carbon and nitrogen assimilation. Genes involved in carbon and nitrogen assimilation were highly up-regulated. Photosynthesis and its related metabolic genes were significantly down-regulated. Detailed information of RNA-seq for nitrogen starvation in *S. elongatus* PCC 7942 could be useful for metabolic engineering to accelerate the development of biosolar cell factories to re-direct carbon flux of CO_2_ to desired products under a nitrogen limiting condition.

## Methods

### Cyanobacterial strain and growth conditions

*S. elongatus* PCC 7942 strain was grown at 30 °C while shaking under constant illumination light (100 μmol photons m^−2^ s^−1^) in BG-11 medium as described previously^2^. For nitrogen starvation experiments, cyanobacterial cells were grown in 50 ml BG-11 for 24 h as a control (N**+**) and the cells at OD_730_ of 1.0 were harvested by centrifugation at 13 000 rpm for 5 min. Then, cells pellets were re-suspended either in fresh BG-11 medium (N**+**) or nitrogen-free BG-11 medium (N**−**) after washing twice (refer ‘arrow 1’ in Fig. 1a). The cells were cultivated for 24 h and the biological duplicated samples were prepared for RNA-seq (refer ‘arrow 2’ in Fig. 1a) and stored at −80 °C until they were analyzed.

### RNA preparation and RNA-seq

5 mL of Trizol reagent (California, Carlsbad, USA) was added to the cyanobacterial cell pellet from 50 mL culture under liquid nitrogen. To break the cell wall, the quick frozen cell was grinded using a mortar and pestle and aliquot into 1 mL tube. After addition 200 μl of 1-bromo-3-chloropropane in a 1 mL tube and incubation for 3 min at room temperature, the extraction mixture was centrifuged at 13 000 rpm for 15 min 4 °C. Retrieved aqueous phase was mixed with the equal volume of isopropanol and incubated for 10 min at room temperature and centrifuged to concentrate the precipitated RNA at 4 °C. The RNA pellet was washed using 75% (v/v) ethanol (1 mL), air dried and finally dissolved in 30 μL RNase-free water. The quantity and quality of total RNA were evaluated using RNA electropherograms (Agilent 2100 Bioanalyzer, Agilent Technologies, Santa Clara, USA). Total RNA (10 μg) from each sample was used as a starting material to prepare sequencing libraries. The Ribo‐Zero rRNA removal kit (Epicentre, USA) was used for ribosomal RNA depletion according to manufacturer instructions. Libraries for Illumina sequencing were made with the TruSeq Stranded mRNA sample prep kit (Illumina, USA) following the manufacturer’s protocol. RNA sequencing was performed on the Illumina HiSeq 2500 platform using single‐end 50 bp sequencing. All RNA‐sequencing and alignment procedures were conducted by ChunLab (Seoul, South Korea). All data sets have been uploaded to the Gene Expression Omnibus under accession (GSE79726) and all sequencing reads were submitted to NCBI Sequence Read Archive (SRP072154).

### Data analysis and Statistical analysis

The quality of raw reads was checked by Fast QC and the reads with low quality (Q <30) were eliminated using HTQC^17^. Bowtie2^17^ software was used to align the reads with the *S. elongatus* PCC 7942 reference genome. The relative transcript abundance was quantified as raw read counts and reads per kilobase per million mapped reads (RPKM). edgeR^43^, a Bioconductor components in R packages was used for differential gene expression analysis. Cyanobacterial gene ontology analysis was performed by assigning COG (Clusters of Orthologous Groups) categories with KEGG (Kyoto Encyclopedia of Genes and Genomes) database. In addition, cyanobacterial clusters of orthologous groups of proteins (CyoOG)^44^ categories to each gene of *S. elongatus* PCC 7942 were assigned (Supplementary Table S1). Heat maps generated by MeV (MutiExperiment Viewer ver. 4.8) showed differential expressed genes for nitrogen starvation responses in Fig. 3. For gene ontology enrichment analysis, a GO term annotation file obtained by IPR2GO (http://genome.microbedb.jp/CyanoBase) was used to perform an hypergeometic test with unsupported model organisms using the GOstat^45^ of R package. Then, a custom data structure of the GO ontologies was created.

### Measurement of Chlorophyll *a* and phycocyanin contents using spectrophotometer

For the measurement of Chlorpholly *a* (Chl *a*) and phycocyanin (PC) contents, cyanobacterial cell cultures (1 mL) were harvested at the cyanobacterial culture time and the pigments of cell pellets were extracted in 100% acetone at 50 °C for 15 min. After centrifugation (13 000 rpm for 3 min), the pigment extract was analyzed for Chl *a* (mg per mL) by following the previous spectrophotometric assay^14^.

The supernatant was obtained and the absorbance was measured at 620, 680, and 750 nm on Cary 60 UV-Vis spectrophotometer (Agilent technologies, CA, USA). For PC measurement, harvested cell suspension (1 mL) was treated either with or without heating at 75 °C for 8 min. PC was determined by measuring the absorbance at 620 nm and 750 nm and PC content (mg per mL) was calculated by following the previous spectrophotometric assay^14^.

### Calculations for carbon fixation rate using CO_2_ analysis

Cyanobacterial cells were inoculated to OD_730_ of 1 in 1.8 L of either BG-11 medium (N**+**) or nitrogen-free medium (N**−**) in a flat-panel photobioreactor (Labfors 5 Lux-LED flat-panel option [637 mm (L) × 298 mm (W) × 79 mm (D); INFORS-HT, Bottmingen, Switzerland]) under constant illumination light (100 μmol photons m^−2^ s^−1^). 5% CO_2_ (v/v) and 95% air (v/v) was supplied directly into the medium at flow rate of 140 mL min^−1^ (0.08 vvm) by gas bubbling and 5 N NaOH was used to adjust pH 7 in the medium. CO_2_ analysis was performed by continues monitoring CO_2_ concentration from off-gas line before and after cell inoculation. CO_2_ concentration (ppm) was digitally recorded every per second by CO_2_ analyzer (Q-S153, Qubit systems, Kingston, ON, Canada).

The carbon fixation rate in a unit of mg of CO_2_ per liter per day was calculated from the previous calculation^1^. Briefly, CO_2_ value was converted from ppm into μmol CO_2_ L^−1^ using an equation of 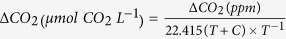, where *C* refers to the temperature in °C ant T refers to the absolute temperature (273K). Based on the flow rate (in L min^−1^) (i.e., 140 mL min^−1^) and the volume of the culture medium (i.e., 1.8 L), the CO_2_ fixation rate can be obtained with units of mg l^−1^ d^−1^.

## Additional Information

**How to cite this article**: Choi, S. Y. *et al*. Transcriptome landscape of *Synechococcus elongatus* PCC 7942 for nitrogen starvation responses using RNA-seq. *Sci. Rep.* **6**, 30584; doi: 10.1038/srep30584 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
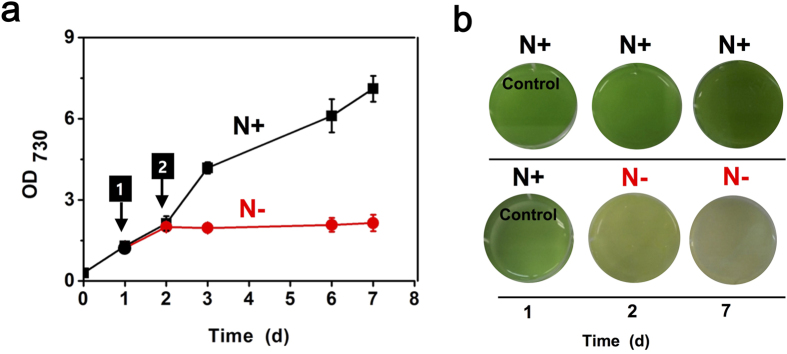
Growth of *S. elongatus* PCC 7942 for nitrogen starvation response. (**a**) Growth of the wild type grown in either BG-11 medium (N+; black square) or nitrogen-free BG-11 medium (N**−**; red circle) was measured at OD_730_. Arrow 1 and 2 indicated the time points of sampling for RNA-Seq: from duplicate cultures. (**b**) Images of cyanobacterial cell suspension of either a control (N+) or a nitrogen-starved cell (N**−**) were shown in 1 d, 2 d, and 7 d.

**Figure 2:**
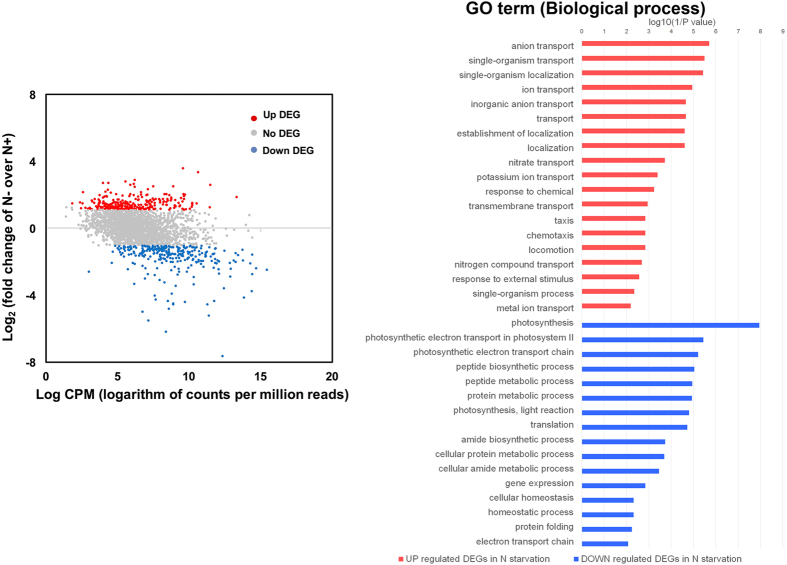
Statistical analysis and GO enrichment analysis of differential gene expression and categories of differentially expressed genes in *S. elongatus* PCC 7942 for nitrogen starvation (N−) vs. nitrogen repletion (N+). Plots of log_2_ ratio (fold change of nitrogen starvation (N**−**) vs. nitrogen repletion (N+)) vs. the number of the log counts per million reads in the two conditions for nitrogen starvation (N**−**) vs. nitrogen repletion (N+) in *S. elongatus* PCC 7942. Red or blue dots indicate genes detected as differentially expressed with p-value ≤ 0.01 and either higher than 1 or less than -1, respectively. Differentially expressed genes (p-value ≤ 0.01 and log_2_ |fold change| ≥1) were categorized by clusters of orthologous groups of proteins (COG) based on the biological process.

**Figure 3:**
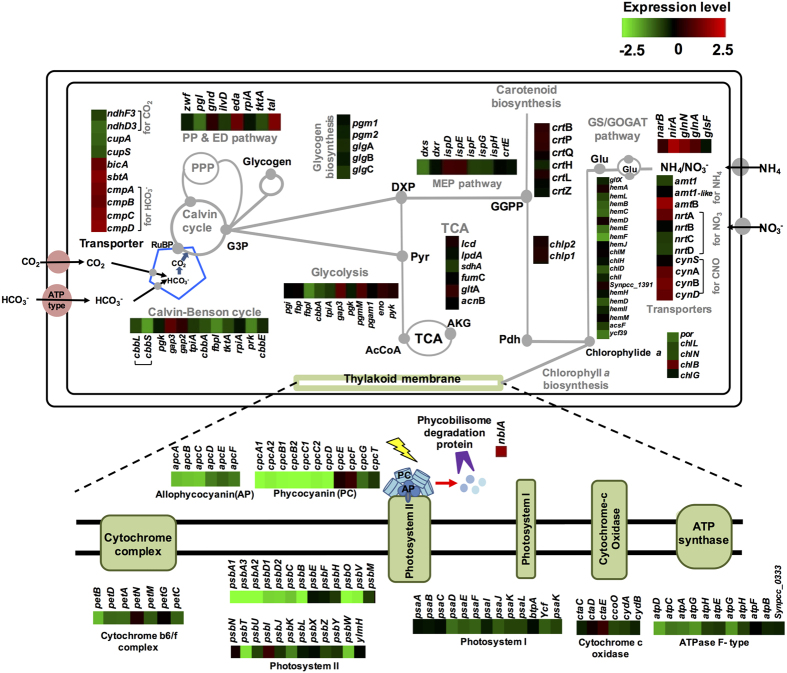
Cellular metabolism comparing carbon and nitrogen assimilations and photosynthesis with the differentially expressed genes in *S. elongatus* PCC 7942 for nitrogen starvation (N−) vs. nitrogen repletion (N+). Differentially expressed genes (p-value ≤ 0.01 and log_2_ |fold change| ≥1) were shown in different metabolic pathways using heat maps with gene names or accession IDs. Metabolic pathways of *S. elongatus* PCC 7942 include carbon assimilation and nitrogen assimilation (GS/GOGAT pathway), transporter systems, and secondary metabolic pathways (methylerythritol phosphate pathway, MEP; chlorophyll *a* biosynthesis; carotenoid biosynthesis). Abbreviations: Pentose phosphate pathway, PPP; glyceraldehyde-3-phosphate, GAP; glucose-3-phosphate, G3P; pyruvate, Pyr; 1-deoxy-D-xylulose 5-phosphate, DXP; α-ketoglutarate, AKG (or 2-OG); Acetyl-CoA, AcCoA; geranylgeranyl diphosphate, GGPP; phytyl diphosphate, Pdh; L-glutamate, Glu; L-glutamine, Gln. The photosynthesis overall component contains photosystem I and photosystem II with APC and PC, cytochrome *b*_*6*_*f* complex and cytochrome *c* oxidase, and ATP synthase in thylakoid membrane.

**Figure 4:**
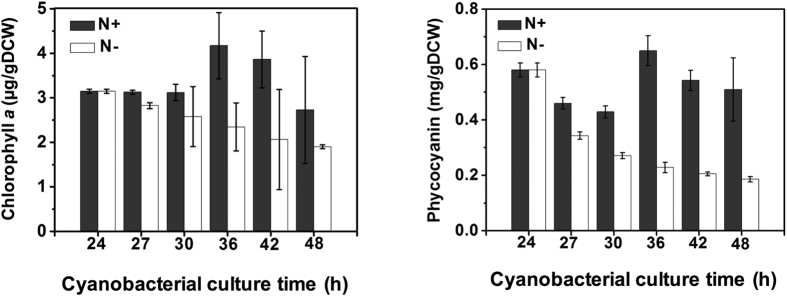
Decreased chlorophyll *a* and phycocyanin contents of *S. elongatus* PCC 7942 under nitrogen starvation condition. The levels of chlorophyll *a* and phycocyanin contents (mg/gDCW) were measured by the previous spectrophotometric assay^14^ under either nitrogen starvation (N**−**; white bar) or nitrogen repletion (N+; black bar) condition. Note that ‘24 h’ and ‘48 h’ on the time axis corresponds to the time point of the arrow 1 and arrow 2 of the Fig. 1 as the cyanobacterial culture time (h), respectively. Data are presented as the mean of at least three independent experiments. The error bars represent the standard deviation of samples.

**Figure 5:**
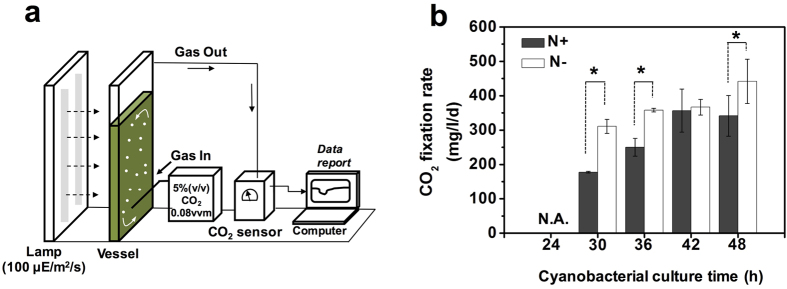
Alleviated initial CO_2_ fixation rate of *S. elongatus* PCC 7942 under nitrogen starvation condition. (**a**) a cartoon of the controlled photobioreactor setting for cultivation of *S. elongatus* PCC 7942 in 1.8 L BG-11 medium either with or without nitrogen sources, supplied with bubbled air containing 5% CO_2_ at a flow rate of at flow rate of 140 mL min^−1^ under constant illumination light (100 μmol photons m^−2^ s^−1^). The concentration of CO_2_ was measured using an infrared by CO_2_ analyzer (Q-S153, Qubit systems, Kingston, ON, Canada) with a digital data recording computer. (**b**) Measurement of CO_2_ fixation rates of *S. elongatus* PCC 7942 under either nitrogen starvation (N**−**; white bar) or nitrogen repletion (N+; black bar) condition in a controlled photobioreactor. Note that ‘24 h’ and ‘48 h’ on the time axis corresponds to the time point of the arrow 1 and arrow 2 of the Fig. 1 as the cyanobacterial culture time (h), respectively. The calculation of CO_2_ fixation rate (mg/l/d) was described in the section of method. Data are presented as the mean of at least duplicate independent experiments. The error bars represent the standard deviation of samples (*p-value < 0.01).

How the deposited data were processed for this re-analysis (not part of the article)

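RNA from *S. elongatus* was sequenced from 6 cultures, with 2 each of Control at 24 h, N-minus at 48 h and N-plus at 48 h. The authors removed low-quality reads, aligned the rest with Bowtie2 (version 2.0 in the submitters' processing notes), counted reads per locus, and used edgeR for their own fold changes. The genome build is not given in the sources used here. The deposited values are RPKM made by the authors and rounded to whole numbers, and are treated here as a score, since they are neither counts nor decimal RPKM. The depth of each library is unknown.

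The deposited RPKM values hold a fault that bears on every number computed from them. The ratio of replicate 1 to replicate 2 in a gene depends on the row of the gene in the table with a period of 6 rows, equal to the number of libraries. A period of 6 rows absorbed 0.858 of the variance of the log2 replicate ratio in N-minus, 0.901 in N-plus and 0.259 in Control. No period from 2 to 13 rows that is not a multiple of 6 absorbed more than 0.0696 in N-minus or N-plus, and 100 shuffled row orders of each of these 2 groups gave at most 0.0045. The pattern and its shift between columns are those that arise when a vector of 6 library sizes is recycled down the rows of a table of 2662 rows. The code of the authors was not seen. The RPKM columns of Table S1 are means of the deposited columns and carry the same factors, while the log2 fold changes of Table S1 do not show them.

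The main test was fixed before the data were examined, for values assumed to be on one scale, and was kept. It was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(value + 1) of the values as deposited, for genes with a mean of at least 5, a filter that removed none of the 2662 loci. All 6 libraries entered the fit, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. A fold change is on the log2(value + 1) scale. The fault was found after fits on the deposited values had been seen. The rescaled values are therefore an alternative chosen after seeing the data, and so is the use of 4 of these libraries for the values that the text leads with, which was settled once the fits with 4 and with 6 rescaled libraries had been seen. For them, 6 factors were fitted to the median replicate differences of the 6 row classes, without use of Table S1, and removed, and each library was set back to its deposited median. This restores ratios between libraries for a gene. It leaves the level of a gene undetermined against genes in rows of the other parity, so levels are not compared between genes. Results for N-minus against N-plus are printed from the rescaled values of those 4 libraries, beside the values as deposited.

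The steps were tested on simulated data with 200 changed genes among 2662 for N-minus against N-plus, with the same spread in all 6 libraries. Without recycled factors, limma recovered 98% of genes changed by 1 on the log2 scale. With them it recovered 2% of these and 78% of genes changed by 2. After the factors were removed it recovered 98% and 100%, with 12 unchanged genes called. The simulated factors were of the recycled form that the rescaling assumes, so these rates do not test that form. In the real data the rescaled SD of the log2 replicate ratio was 1.019 in Control, against 0.249 in N-minus and 0.203 in N-plus. The rates therefore do not carry over to the fit of all 6 real libraries. The fit of only the N-minus and N-plus libraries was not simulated.

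Genes named in the text, other than Synpcc7942_1439, which was picked after its value was seen, follow a rule written before the deposited values were examined, when the values of Table S1 had been seen. They are the 45 genes the paper names, the 10 largest rises and 10 largest falls that passed the main test in N-minus against N-plus with both N-minus libraries on one side of both N-plus libraries, up to 4 members of each gene list with the smallest p, and the 5 largest rises and falls of each other comparison. Gene lists were fixed by name. Product names come from the first 1729 rows of Table S1, with the other 933 loci not named here, and no set or enrichment test was run. Of the locus names, 0 matched the reference table. The locus of ntcA was set from its family and its fold change in Table S1, and that of nblA from general knowledge, since the text prints loci of other genes for them. The alternatives were other pseudocounts, filters, scalings, libraries, replicate blocks and thresholds. Those for counts were not run because the values are not counts.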

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

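The paper's text does not discuss N-plus at 48 h against Control at 24 h, in which 28 genes changed at an adjusted p under 0.05 from limma in the values as deposited, 21 higher and 7 lower. In the rescaled values of all 6 libraries the counts were 18 and 6. With only the 4 libraries of these groups, rescaled, 1 gene passed, beside 291 higher and 243 lower at an unadjusted p under 0.05. As deposited, the count was 265 without Control replicate 1, 26 without Control replicate 2, 6 without N-plus replicate 1 and 7 without N-plus replicate 2, and rescaled with 6 libraries it was 2075 and 1402 without the first and the second Control replicate and 0 and 0 without the first and the second N-plus replicate, so the count depends on which library is left out. The Control libraries were also collected before the medium change, which this comparison cannot separate from the other 24 h of growth. Of 13 genes of peroxide and oxidative stress, 5 rose in N-plus in the rescaled 6-library fit and 5 as deposited, but 0 with only the 4 rescaled libraries of these groups (6 when adjusted over the list alone, 6 at an unadjusted p under 0.05 from limma). In the 6-library fit, rubrerythrin (Synpcc7942_1649) was higher by 4.57 on the log2 scale (adjusted p = 0.00917 from limma) and sulfiredoxin (Synpcc7942_0108) by 3.53 (adjusted p = 0.00917), and in the 4-library fit neither passed (adjusted p = 0.139 and 0.139 from limma). Of 5 genes of iron limitation, 3 rose in the rescaled 6-library fit and 2 as deposited, but 0 in the 4-library fit (4 when adjusted over the list alone, 4 at an unadjusted p under 0.05 from limma). Flavodoxin (fldA, Synpcc7942_1541) was higher by 2.36 (adjusted p = 0.0133 in the 6-library fit and 0.141 in the 4-library fit). The comparisons share libraries, so these values and the falls of the same genes in N-minus against N-plus are not independent.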

How the results depend on the processing

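The alternatives on rescaled values and the crossed replicate block were chosen after seeing the data. As deposited, limma gave 93 genes in N-minus against N-plus, 201 past the thresholds of the paper, 25 in N-minus against Control, 28 in N-plus against Control, 27 list members in N-minus against N-plus, 18 list members in the comparisons with Control, 0 of the paper-named genes at an adjusted p under 0.05 (16 of these at an unadjusted p under 0.05). Pseudocounts of 0.5 and 5, a mean of at least 20, TMM factors and an added log2 fold change of at least 1 left each count within 1.5 times. Quantile normalization gave 42 in N-minus against Control, 13 in N-plus against Control, 3 of the paper-named genes, with 43 higher and 35 lower in N-minus against N-plus. Only the libraries of the groups compared gave 224 genes in N-minus against N-plus, 318 past the thresholds of the paper, 52 list members in N-minus against N-plus, 7 of the paper-named genes. The thresholds of the paper gave 201 genes in N-minus against N-plus, 82 in N-minus against Control, 115 in N-plus against Control, 48 list members in N-minus against N-plus, 50 list members in the comparisons with Control. The rescaled values gave 327 genes in N-minus against N-plus, 312 past the thresholds of the paper, 56 in N-minus against Control, 50 list members in N-minus against N-plus, 6 of the paper-named genes in all 6 libraries, and 1928 genes in N-minus against N-plus, 598 past the thresholds of the paper, 0 in N-minus against Control, 1 in N-plus against Control, 250 list members in N-minus against N-plus, 1 list member in the comparisons with Control, 37 of the paper-named genes in the libraries of the groups compared.

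Leaving out each library in turn, over the values as deposited and rescaled, gave 0 to 1924 genes in N-minus against N-plus (32 to 227 as deposited), 59 to 644 past the thresholds of the paper (59 to 319 as deposited), 0 to 1696 in N-minus against Control (6 to 72 as deposited), 0 to 2075 in N-plus against Control (6 to 265 as deposited), 0 to 250 list members in N-minus against N-plus (13 to 53 as deposited), 0 to 450 list members in the comparisons with Control (10 to 47 as deposited), 0 to 38 of the paper-named genes (0 to 7 as deposited), where the lone library of a group is assumed to vary like the others. For N-minus against N-plus the rescaled counts of 0 to 8 came without an N-minus or N-plus library with the Control libraries in the fit, and 1627 to 1867 were left with them out. There nrtB passed the test at -0.45 without N-minus replicate 2 and at 0.35 without N-minus replicate 1, and as deposited it was at 0.78 without N-plus replicate 2. The replicate block gave 45 genes in N-minus against N-plus, 124 past the thresholds of the paper, 14 in N-minus against Control, 16 in N-plus against Control, 17 list members in N-minus against N-plus, and the crossed replicate block 159 genes in N-minus against N-plus, 4 of the paper-named genes. Deviations of same-numbered libraries correlated at -0.22, -0.24 and -0.47 across genes as deposited and at 0.09, -0.08 and -0.18 rescaled. Whether the numbers pair the samples cannot be decided from these values. The row factors enter the deposited ones, and the rescaling was fitted to the same replicate differences. DESeq2, RLE factors, library totals, count filters and a common dispersion were not run because the values are not counts, and the filter on low values removed no gene. Other than for the row factors, the libraries and the thresholds, the cause was not tested.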

Differences from the paper's values

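At its thresholds the paper gives 545 genes, 284 lower and 261 higher in N-minus against N-plus, and the values as deposited gave 201, 126 and 75. No alternative set before the data were examined came within 1.5 times of any of the 3 counts of the paper. The rescaled values of the 4 libraries, a setting chosen after seeing the values, gave 598, 300 and 298, and with all 6 libraries 312, 178 and 134. How many of the paper's called genes it drops was not counted, since the first 1729 of 2662 rows of Table S1 are used here. The p-values of the paper come from edgeR and those here from limma, so the same p threshold is not the same test. In the 4-library fit the counts were also 300 and 298 at an adjusted p under 0.05 from limma with the same fold change. Counts near each other therefore do not show that the 2 tests call the same genes.

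A value is said to differ, or to be outside its error, when it lies further from the paper's value than its standard error or has the other sign. This is a narrow band that sampling error alone can exceed, so it is a description and not a test. For the nitrate transporter the paper states a log2 fold change of 1.1 for nrtABCD. As deposited, nrtB was at 0.28, nrtC at -0.32 and nrtD at -1.00, and nrtA at 1.26 did not differ. That value of nrtA depended on the library, at 2.20 and outside its error without N-minus replicate 1, and at 0.33 without N-minus replicate 2. Of the alternatives set before the data were examined, quantile normalization, leaving out N-minus replicate 1 and leaving out N-plus replicate 2 brought nrtB within its error, leaving out N-plus replicate 2 also nrtC, and none nrtD. For cynDBAS the paper states 1.1, and cynS was at -0.37, outside its error under every alternative. After rescaling, nrtB, nrtC, nrtD and cynS were at -0.05, -0.51, -0.58 and 0.08, so that these differences stand without the row factors. In the 4 rescaled libraries, cynB was at 1.32 and outside its error of the paper's 1.1, but it was within its error with all 6 libraries rescaled and with N-minus replicate 1 or N-plus replicate 1 left out of the 4. In the same fit glsF was at -0.12 beside the paper's 0.4, and amtB, nirA, glnN, glnA, ntcA and nblA were at 1.68, 1.89, 1.47, 0.92, 1.36 and 1.98, each within its error of the paper's value (the locus of ntcA was picked partly by that value). With 1 of the 4 libraries left out, nirA, nblA and nrtA were outside their error without either N-minus replicate. So were glnN without N-minus replicate 2, amtB without N-plus replicate 1 and cynD without N-plus replicate 2.

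In Table S1 the paper gives nrtA, nrtB, nrtC and nrtD log2 fold changes of 1.12, -0.03, -0.53 and -0.59, which lie beside the rescaled values here. For glsF the paper's Table S1 gives -0.14 in N-minus against N-plus and 0.43 in N-minus against Control. The paper states that the Rubisco genes were not differentially expressed, and cbbS (Synpcc7942_1427) was at -1.51 after rescaling (adjusted p = 3.96e-06 from limma) and at -1.52 in the paper's Table S1. The paper states no change for the remaining Calvin cycle genes, the carboxysome, photosystem I and NDH-1L and NDH-1M. After rescaling, gapA (Synpcc7942_0245) was at 1.19, Synpcc7942_1421 of the carboxysome list at 1.59, photosystem I subunit II (Synpcc7942_1002) at -1.08 and nuoH (Synpcc7942_1343) at 1.39, beside 1.16, 1.58, -1.07 and 1.38 in the paper's Table S1. Since gapA was listed by name alone, it may belong to glycolysis, and its rise does not decide the statement on the Calvin cycle. Most genes of these lists stayed under the log2 threshold of 1. For photosystem II and phycobilisome genes the paper states log2 fold changes of -4.2 or lower. Among the genes listed here, the lowest after rescaling were -4.16 in photosystem II and -3.36 in the phycobilisome, and as deposited -4.61 and -3.78. For the 2 genes lowest after rescaling, Synpcc7942_0893 and Synpcc7942_1050, the paper's Table S1 gives -4.17 and -3.38. The value stated in the paper is thus close to that of the lowest photosystem II gene among those listed. The lists cover the first 1729 loci of Table S1 and loci printed in the paper, so genes at other loci may lie lower. Against Control, prk (Synpcc7942_0977) and fbpI (Synpcc7942_0505) were at -1.07 and -1.75 after rescaling, and at -1.49 and -2.18 in the paper's Table S1. The paper states that tal (Synpcc7942_2297) rose, and it was at 0.58 after rescaling and 0.16 as deposited, under that threshold. It states the same of gap3 (Synpcc7942_1939), which has low values. After rescaling gap3 was also under that threshold, and as deposited it was over it but did not pass the test. The paper states a change in the genes of chlorophyllide and tetrapyrrole biosynthesis past that threshold, and 2 of the 17 listed here were past it after rescaling. This list leaves out loci not named here, so it does not decide the statement on the whole pathway.

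The values as deposited called none of the 45 genes the paper names at an adjusted p under 0.05 from limma, and 16 at an unadjusted p under 0.05. Quantile normalization called 3, the 4 libraries as deposited 7, and the rescaled values, chosen after seeing the data, 6 with 6 libraries and 37 with 4.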

Other observations

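In the 4 rescaled libraries of N-minus against N-plus, 9 of 13 genes of peroxide and oxidative stress and 5 of 5 genes of iron limitation fell at an adjusted p under 0.05 from limma, and 1 and 0 rose. The iron-stress chlorophyll-binding protein (Synpcc7942_1542) was at -3.44 and flavodoxin (fldA, Synpcc7942_1541) at -2.40. Of 17 genes of chaperones and proteases, 11 fell and 5 rose, with an FtsH protease (Synpcc7942_1314) at -3.60 and the chaperonin gene groL (Synpcc7942_0685) at -1.68. Among 15 genes of potassium and metal ion transport 8 rose and 5 fell, with the potassium-transporting ATPase gene kdpA (Synpcc7942_1668) at 2.11 and znuC (Synpcc7942_1317) at -4.20. Sulfate and phosphate uptake had 5 of 7 genes higher and 2 lower, with cysA (Synpcc7942_1680) at -1.36 and the permease gene Synpcc7942_1687 at 1.61. As deposited, 5, 3, 1, 1 and 0 genes of these 5 lists fell and 0 rose at an adjusted p under 0.05 from limma. When adjusted over the list alone, 5, 3, 2, 2 and 2 fell and 0, 0, 0, 5 and 2 rose, in the same order, and 6, 3, 4, 2 and 2 were lower and 0, 0, 1, 6 and 2 higher at an unadjusted p under 0.05. With all 6 libraries rescaled, 6, 3, 3, 2 and 2 fell and 0, 0, 0, 3 and 1 rose (6, 4, 3, 2 and 2 and 0, 0, 0, 4 and 2 when adjusted over the list alone), and 6, 4, 6, 2 and 2 were lower and 0, 0, 4, 7 and 2 higher at an unadjusted p under 0.05. Against Control, the rescaled median log2 fold change of the peroxide list was -0.726 in N-minus and 0.546 in N-plus. For the iron list it was -0.042 in N-minus and 1.635 in N-plus. The lower iron genes in N-minus against N-plus thus go with a rise in N-plus more than with a fall in N-minus. The Control libraries differ from each other, which limits this reading.

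For chemotaxis and type IV pili, 7 of 11 genes rose and 3 fell in the 4 rescaled libraries at an adjusted p under 0.05 from limma, 1 and 1 as deposited (2 and 2 when adjusted over the list alone), and 3 and 0 with all 6 libraries rescaled. The CheW gene Synpcc7942_1016 and the sensor gene Synpcc7942_1015 were at 1.88 and 1.71, and the CheW gene Synpcc7942_0857 and the sensor gene Synpcc7942_0858 at -1.80 and -1.65. For RNA polymerase and sigma factors 2 rose and 7 fell of 9, for translation factors and tRNA synthetases 5 and 6 of 17, for arginine synthesis 3 and 2 of 5, for the circadian clock 1 and 2 of 4, for cell division and cell wall synthesis 9 and 1 of 13, and for high-light inducible and nbl proteins 2 and 1 of 3. In the same 4-library fit, 1005 rose and 923 fell of all 2662 loci. As deposited, 0, 0, 0, 0, 1 and 0 rose and 0, 0, 0, 0, 0 and 0 fell in these 6 lists in the same order at an adjusted p under 0.05 from limma (0, 0, 0, 0, 1 and 1 and 0, 0, 0, 0, 0 and 0 when adjusted over the list alone), and 0, 1, 0, 1, 3 and 1 were higher and 1, 1, 0, 0, 0 and 0 lower at an unadjusted p under 0.05. With all 6 libraries rescaled, 0, 0, 1, 1, 2 and 1 rose and 0, 0, 0, 0, 0 and 0 fell (0, 0, 1, 1, 3 and 1 and 0, 0, 0, 0, 0 and 0 when adjusted over the list alone), and 0, 3, 1, 1, 4 and 1 were higher and 0, 2, 1, 1, 0 and 0 lower at an unadjusted p under 0.05.

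Of the tests that follow, the first and second were chosen after their results had been seen, and the third was written after the narrower replicate spread had been seen and before its count. The replicate ratios of the deposited values fall into separate clusters of genes, and a candidate explanation is that the sizes of the 6 libraries were recycled down the rows of the table when RPKM was computed. The row number modulo 6 absorbed at least 0.858 of the variance of the replicate ratio in N-minus and N-plus, and the design gives no biological explanation that follows the row number, so none was tested. Removing the factors, which were estimated without Table S1, lowered the SD of the difference from the log2 fold changes of Table S1 over 1729 genes from 0.307 to 0.029 for N-minus against N-plus, 0.094 of its size, and less for N-minus against Control, from 0.328 to 0.121, and N-plus against Control, from 0.338 to 0.129. The count of genes called in the 4 libraries rose 8.61 times, from 224 to 1928, which decides nothing, because removing factors fitted to the replicate differences narrows their spread whatever the cause. The authors' code was not seen, and what sets the Control libraries apart, whose SD of the log2 replicate ratio was 1.019 after rescaling, stays open.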
